A study of Homo sapiens with 10 samples. Its data were reported in "Irreversible dual inhibitory mode: the novel Btk inhibitor PLS-123 demonstrates promising anti-tumor activity in human B-cell lymphoma" (2015).

How the data were processed

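Gene expression was measured by microarray in subcutaneous xenografts of OCI-Ly7, an established human line of germinal center B-cell-like diffuse large B-cell lymphoma, grown in male SCID mice. Per the labels, 5 tumors came from mice given vehicle (replicates 61, 65, 68, 74 and 75) and 5 from mice given PLS-123, an irreversible Btk inhibitor, at 20 mg/kg intraperitoneally once a day for 15 days (replicates 40, 52, 60, 70 and 80). The group and the replicate number of every tumor were taken from its title. Each array has its own tumor number, but the labels do not say that each tumor came from a separate mouse, so the p-values measure the spread between these samples.

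The authors deposited 1 table of log2 expression values, with 53617 probe sets in rows and 1 column per tumor. Per the labels the authors prepared biotin-labelled cRNA from total RNA and processed the arrays with robust multi-array averaging (RMA), which subtracts background, sets the arrays to a common distribution and summarizes the probes of each probe set on the log2 scale. The software version was not given in the sources used here. The log base was inferred from the values, since the highest value of 12.23 exceeds the natural logarithm of the top of a 16-bit scanner range (11.09), and no centring of genes was seen. The column medians ran from 1.33 to 1.38 and the sorted columns differed by a mean SD of 0.02. The methods of the study name a 3′-biased array of an older design, whereas the probe identifiers are those of a whole-transcript array, whose annotation was used here. RMA assumes that most genes do not change between arrays, so a shift of all transcripts in one group would not be seen.

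The annotation gave 1 gene symbol for 16098 probe sets, several symbols for 0, and left 37519 without a name here. All 16098 identifiers matched the RefSeq gene table of the human assembly GRCh38.p14, which served only for names and for the order and overlap of the tested genes along the chromosomes. Of the 14884 named genes, 779 had more than 1 probe set, and the probe set with the highest mean over the 10 tumors stood for the gene. A gene was tested when that mean reached the median of all probe set means (the 50th percentile, 1.35 on the log2 scale), which left 9846 genes and excluded 5038. The filter had been planned without control probe sets, but these were not marked in the annotation used here and so all rows entered the median. The number of per-sample columns used in no step was 0.

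PLS-123 was compared with vehicle by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates), with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05. The moderated test borrowed 6.19 prior degrees of freedom, for a total of 14.2. A set of 29 gene lists had been fixed before the data were examined, and the 24 with at least 5 measured genes were tested with camera at the preset correlation of 0.01, with adjustment over the lists. The same lists were tested with a correlation estimated per list, with fry, and for over-representation by Fisher's exact test (one-sided) among genes lower by a fold of 1.5 with an unadjusted p under 0.05 in the methods' t-test, a threshold that the study states for cultured cells and not for these tumors. Mean marker levels per tumor were compared by exact permutation tests (two-sided) over all 252 arrangements of the tumors, which can give no p below 0.00794.

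The rule for named genes was also fixed before the data were examined. It takes the 10 called genes with the largest fold in each direction whose PLS-123 values all lie above, or all below, the vehicle values, genes tied to the assays of the study, and up to 4 members of each list with the smallest p. Of the genes tied to the assays, 1 is not reported here. Genes outside this rule are named as chosen after their values were seen.

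The gene test was checked on simulated values with the means and spreads of the 9846 genes, 5 tumors against 5, in which 50 genes were changed at each fold size. It recovered 46% of genes changed 1.3-fold, 86% of those changed 1.5-fold, 96% of those changed 2-fold and 100% of those changed 3-fold, with 9 false calls among 173. Camera called 0 of 24 lists in simulated tumors without an effect, in which genes varied independently.

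Alternatives were other normalizations (array medians set equal, quantile normalization again over named probe sets), no filter or a filter at the 75th percentile, the mean of all probe sets of a gene, an intensity trend with a robust prior, array weights, the mean of fibroblast, endothelial and myeloid markers as a covariate, and leaving out each tumor in turn. For the gene counts they also included the methods' t-test, a fold of at least 1.5 and all probe sets. The 3′/5′ signal of control transcripts was not analysed here, because the annotation used marks no control probe sets, and leaving out probe sets open to cross-hybridization by their suffix removed none, since the identifiers carry no suffix. For arrays the number of tumors limits the precision, and genes near the filter carry little signal above background.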

Results

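The data comprised expression profiles of 10 OCI-Ly7 xenograft tumors, 5 from vehicle-treated mice and 5 from mice given PLS-123 at 20 mg/kg daily for 15 days. OCI-Ly7 is a human diffuse large B-cell lymphoma line, and PLS-123 binds irreversibly to Btk, the Tec family kinase that relays signals of the B-cell receptor (BCR). The arrays correlated at r = 0.985 to 0.990 over all probe sets, within and between groups, and 0 pairs were identical. Over the genes tested, principal component 1 held 25.7% of the variance and parted the groups, with vehicle tumors at or below -5.06 and PLS-123 tumors at or above 4.07. The comparison addressed which transcripts differ in tumors exposed to the inhibitor in the animal.

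PLS-123 tumors carried higher levels of the chromatin remodeler CHD1, the Toll-like receptor adaptor TASL and the recombinase gene RAG2, and lower levels of the costimulatory receptor CD28, the germinal center repressor BCL6 and the kinase TEC, a relative of Btk. Of 9846 genes tested by limma, 193 were higher and 105 lower in PLS-123 tumors at an adjusted p under 0.05, 298 in all. CHD1 rose 4.73-fold, from 2.19 ± 0.25 to 4.43 ± 0.18 (log2, mean ± SD, n = 5, limma adjusted p = 2.51e-07). TASL rose 4.17-fold, from 1.24 ± 0.35 to 3.30 ± 0.30 (adjusted p = 8.04e-06). The antisense transcript SLC8A1-AS1 rose 3.64-fold. RAG2 rose 3.52-fold, but its PLS-123 values were widely spread (2.78 ± 1.04 against 0.96 ± 0.18 in vehicle, adjusted p = 0.0116). The vehicle means of TASL and RAG2 lay below the filter level of 1.35, close to background, so their folds are less certain than those of brighter genes. With the mean of host cell markers as a covariate the log2 difference of RAG2 was 2.55 instead of 1.82. ETV6, an ETS family repressor, rose 2.85-fold from 4.63 ± 0.16 to 6.14 ± 0.11 (adjusted p = 6.50e-07), and KLHL14 rose by the same factor of 2.85. FNDC3B (2.49-fold), the leukotriene receptor CYSLTR1 (2.45-fold), the ectoenzyme ENPP3 (2.39-fold) and the Rap regulator SIPA1L2 (2.38-fold) completed the 10 largest rises among genes whose groups did not overlap.

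In the opposite direction CD28 was 3.92-fold lower, at 4.13 ± 0.25 in vehicle and 2.16 ± 0.22 in PLS-123 tumors (limma adjusted p = 1.07e-06). BCL6, a transcriptional repressor that maintains the germinal center state, was 2.14-fold lower (7.07 ± 0.11 against 5.98 ± 0.17, adjusted p = 1.20e-05). TEC was 2.11-fold lower (4.94 ± 0.24 against 3.87 ± 0.26, adjusted p = 0.000383). The metalloprotease TLL1 was 3.11-fold lower, PDZRN4 2.64-fold, the pseudogene ANKRD30BP2 2.32-fold and the microRNA precursor MIR4717 2.07-fold. ANKRD30BP2 has 3 probe sets, all lower in PLS-123 tumors, and their mean gave a log2 difference of -0.46 instead of -1.21. HEMGN (1.99-fold lower, with a PLS-123 mean of 1.02 near background), the elongation factor partner EAF2 (1.95-fold) and the adhesion molecule CADM1 (1.94-fold) followed.

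**Figure D1:**
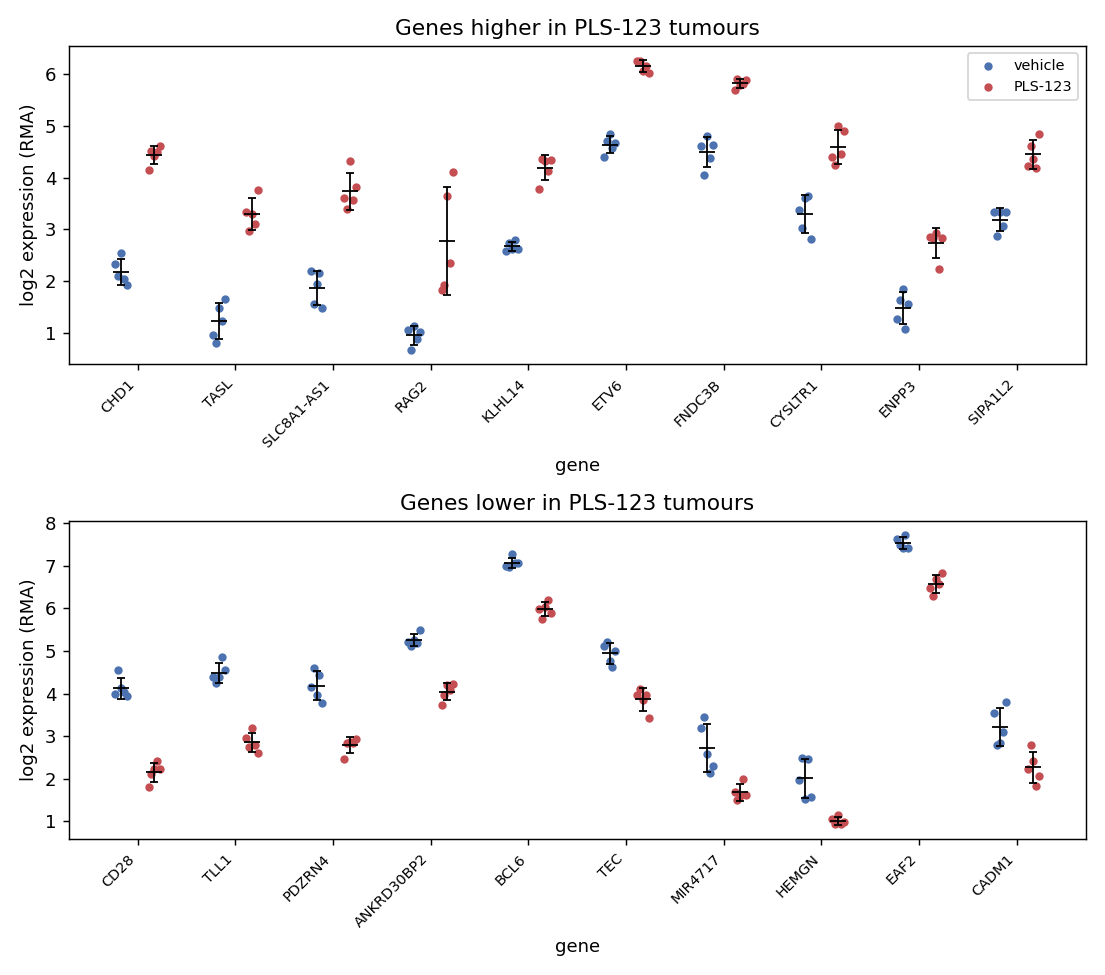
Expression (log2, RMA) of the 10 genes with the largest rise (top) and the 10 with the largest fall (bottom) in each of 5 vehicle and 5 PLS-123 tumors, with bars for the mean and SD. By the rule of selection no PLS-123 value overlaps a vehicle value, and the spread of RAG2 in PLS-123 tumors (SD 1.04) exceeds that of CHD1 (SD 0.18).

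Among the 298 called genes the fold was at least 1.5 for 124 (77 higher, 47 lower) and at least 2 for 27 (20 higher, 7 lower), with a median absolute log2 difference of 0.55. All PLS-123 values lay above all vehicle values for 290 genes and below them for 180, where chance gives 0.794% of genes in both directions together. The mean of the myeloid markers was also higher in PLS-123 tumors, by 0.16 on the log2 scale (exact permutation p = 0.00794). With the mean of fibroblast, endothelial and myeloid markers as a covariate, limma called 125 genes, of which 100 were among the 298, and without vehicle replicate 61 it called 198. The methods' t-test with adjustment called 153. With the covariate CADM1 and HEMGN were not called, at log2 differences of -0.65 and -0.89 instead of -0.95 and -0.99, and CADM1 was also lost without vehicle replicate 61 (-0.87) or PLS-123 replicate 70 (-0.84) or 80 (-0.91).

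The study followed Btk signaling, chemokine secretion, proliferation and apoptosis through named proteins, and the transcripts of a fixed selection of these, with CXCR4, the receptor of a chemokine used as a stimulus, were compared next. BTK itself was 1.28-fold higher in PLS-123 tumors (7.57 ± 0.11 in vehicle against 7.93 ± 0.10, n = 5, limma adjusted p = 0.0276), and PARP1, which encodes the caspase substrate read out in apoptosis assays, was 1.24-fold higher (7.95 ± 0.11 in vehicle against 8.26 ± 0.08, adjusted p = 0.0460). These were the 2 genes called among 11 with a named probe set, over all genes as well as adjusted over the list alone. The log2 difference was -0.04 for CCL3, a chemokine released on BCR stimulation (adjusted p = 0.913), and -0.04 for MKI67, which encodes the proliferation antigen Ki-67 (adjusted p = 0.880). BCL2L1 differed by 0.22 (adjusted p = 0.247), MCL1 by -0.02, XIAP by -0.07, BAX by -0.13 and CXCR4 by 0.13, none of them called. CCL4 and BCL2 lay below the filter, at 0.66 and 1.10 in vehicle and 0.76 and 1.29 in PLS-123 tumors, and were not called in the fit without a filter. PLCG2, PTPN11, CASP8 and CASP9 had no named probe set in the annotation used here and were not analysed. Both calls stood close to the threshold: leaving out 1 tumor at a time gave BTK adjusted p-values from 0.0260 to 0.0747 and PARP1 from 0.0312 to 0.112, and with the host marker covariate they were 0.305 and 0.428. With that covariate the log2 difference of BTK was 0.31 (SE 0.11) instead of 0.35 (SE 0.08), and that of PARP1 0.23 (SE 0.11) instead of 0.31 (SE 0.08). PARP1 also lost its call with quantile normalization again (0.0689) and with no filter (0.0542).

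**Figure D2:**
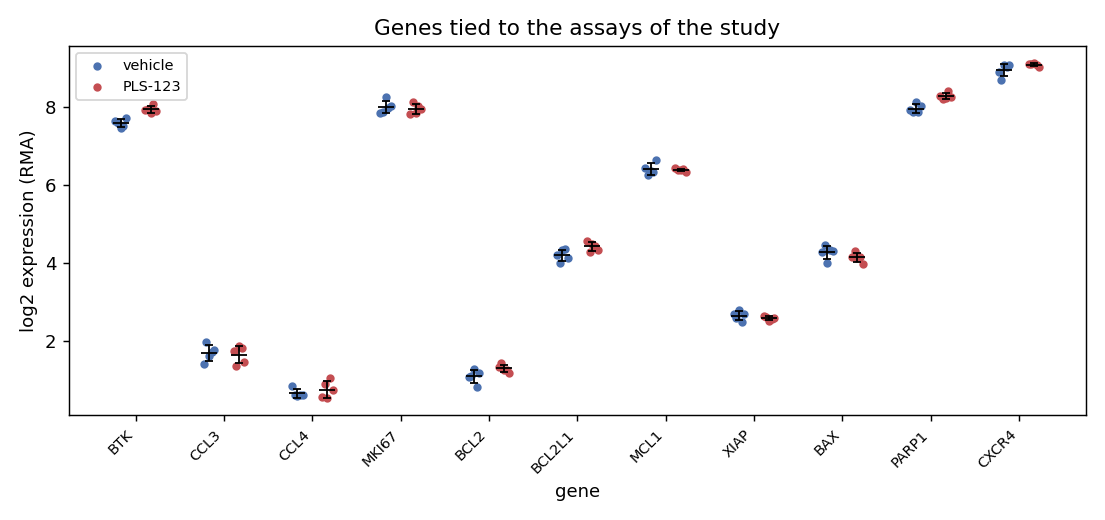
Expression (log2, RMA) in each tumor of 11 genes tied to the assays of the study, with bars for the mean and SD of 5 vehicle and 5 PLS-123 tumors. The means of BTK (7.57 and 7.93) and PARP1 (7.95 and 8.26) differed past the threshold, while MKI67 (7.98 and 7.94) did not.

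Components of the BCR cascade moved in both directions. Of 29 measured genes 3 rose, namely the kinases SYK (1.39-fold, 6.48 ± 0.16 to 6.96 ± 0.10, limma adjusted p = 0.00950) and BTK and the transcription factor JUN (1.64-fold, adjusted p = 0.0117). The vehicle mean of JUN (1.34 ± 0.31) lay at the filter level of 1.35, close to background, so its fold is less certain. Another 2 fell, the Ras activator RASGRP3 (1.56-fold lower, adjusted p = 0.00984) and the complement receptor CR2 (1.80-fold lower, adjusted p = 0.0233), and 24 were not called. Adjusted over the list alone, 4 were higher and 4 lower. The list as a whole did not shift (camera adjusted p = 0.807, median log2 difference 0.0024, mean -0.0031, tested as lower), whereas fry, asking whether its genes changed in either direction, gave an adjusted p of 2.20e-09. That either-way test passed for 18 of the 24 lists and so was not particular to this one. Among 47 MAPK cascade components JUN rose, RASGRP3 fell and 45 were not called (camera adjusted p = 0.596). Adjusted over the list alone, 2 were higher and 2 lower.

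Of 34 genes of the PI3K-AKT-mTOR pathway, 3 fell. DEPTOR, an inhibitor of mTOR, was 1.91-fold lower (6.42 ± 0.13 against 5.48 ± 0.21, limma adjusted p = 0.000136). RRAGD, a GTPase that brings mTOR to lysosomes, was 1.55-fold lower (adjusted p = 0.00449), and PHLPP1, a phosphatase of AKT, 1.43-fold lower (adjusted p = 0.0214). The AKT coactivator TCL1A was the 1 gene that rose (1.33-fold, adjusted p = 0.0245), and 30 were not called (camera adjusted p = 0.454). Adjusted over the list alone, 2 were higher and 3 lower.

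The study applied pathway analysis to differential genes of its tumors. A test of that kind was run here on the fixed lists, which are not the study's pathways, and on fewer tumors per group than the study describes. At a fold of 1.5 and an unadjusted p under 0.05 in the methods' t-test, a threshold that the study states for cultured cells, 48 genes were lower and 85 higher in PLS-123 tumors. None of 24 lists was over-represented among the 48 lower genes by Fisher's exact test (one-sided) after adjustment, and 3 were before it. These were B cell identity through BCL6 and MYBL1 (unadjusted p = 0.00377, adjusted p = 0.0906), BCR signalling through CR2 and RASGRP3 (unadjusted p = 0.00869, adjusted p = 0.0946) and PI3K-AKT-mTOR through DEPTOR and RRAGD (unadjusted p = 0.0118, adjusted p = 0.0946). The MAPK cascade list held RASGRP3 alone (adjusted p = 0.823). The count was also 0 when limma chose the lower genes. Without vehicle replicate 65 it was 2, PI3K-AKT-mTOR among them (adjusted p = 0.0149).

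B-cell identity genes went both ways. Of 19 measured, 3 rose and 3 fell. MME, which encodes the CD10 antigen, rose 1.87-fold (8.04 ± 0.20 to 8.94 ± 0.10, limma adjusted p = 0.000128), with TCL1A and the Fc receptor-like gene FCRL1 (1.29-fold, adjusted p = 0.0365). BCL6, the germinal center transcription factor MYBL1 (1.66-fold lower, adjusted p = 0.00261) and the surrogate light chain family member VPREB3 (1.36-fold lower, adjusted p = 0.0432) fell. FCRL1 and VPREB3 were chosen after their values were seen. The list median was 0.05 and its mean -0.02 (camera adjusted p = 0.999, tested as higher), and adjusted over the list alone 5 were higher and 5 lower. Plasma cell differentiation genes ranked higher, with 7 of 8 above 0 and a median log2 difference of 0.14 (camera adjusted p = 0.0270). The list had an adjusted p = 0.491 with an estimated correlation. Of 8 measured, 3 rose: XBP1, the transcription factor of the secretory program (1.74-fold, 6.36 ± 0.42 to 7.16 ± 0.07, adjusted p = 0.0113), CD27 (1.43-fold, adjusted p = 0.0115) and the endoplasmic reticulum cochaperone MZB1 (1.38-fold, adjusted p = 0.0117), also when adjusted over the list alone. Without PLS-123 replicate 40 the list was not called (adjusted p = 0.105), nor with the host marker covariate (adjusted p = 0.0538).

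FOXO target transcripts went both ways, with 3 of 12 higher and 2 lower (camera adjusted p = 0.807). Adjusted over the list alone, 5 were higher and 3 lower. The interleukin receptor IL7R rose 1.66-fold (6.40 ± 0.14 to 7.13 ± 0.20, limma adjusted p = 0.00111), the trafficking factor KLF2 1.79-fold (adjusted p = 0.0222) and BCL2L11, which encodes the pro-apoptotic protein BIM, 1.33-fold (adjusted p = 0.0406). BCL6 and CCNG2 (1.38-fold lower, adjusted p = 0.0214) fell.

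Cell cycle lists ranked lower in PLS-123 tumors by small amounts. Mitotic genes had a median log2 difference of -0.11, with 24 of 30 below 0 (camera adjusted p = 0.000148, but adjusted p = 0.491 with an estimated correlation). KIF2C, a mitotic kinesin, was the 1 mitotic gene called (1.26-fold lower, limma adjusted p = 0.0362), also when adjusted over the list alone, while CCNA2 differed by -0.22 and CDK1 by -0.30 without being called by limma. The methods' t-test, adjusted over all genes, called 2 mitotic genes. DNA replication and S phase genes had a median of -0.15, with 19 of 24 below 0 (camera adjusted p = 0.000170, but adjusted p = 0.701 with an estimated correlation). None of these 24 was called by limma, over all genes or adjusted over the list alone, or by the methods' t-test after adjustment, and 7 were lower at an unadjusted p under 0.05, CCNE2 by -0.43 and GINS1 by -0.25. Cytosolic ribosomal protein genes ranked higher (median 0.07, 22 of 25 above 0, camera adjusted p = 0.0418, but adjusted p = 0.821 with an estimated correlation), and RPS7 was the 1 called (1.44-fold higher, limma adjusted p = 0.0171), also when adjusted over the list alone. The ribosomal list lost its call without vehicle replicate 68 (0.262) or 75 (0.0640) and without PLS-123 replicate 40 (0.0542), 60 (0.178) or 80 (0.0799). Across all lists, 0 were called with an estimated correlation, where 2 had an unadjusted p under 0.05, and fry called 2 in one direction.

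**Figure D3:**
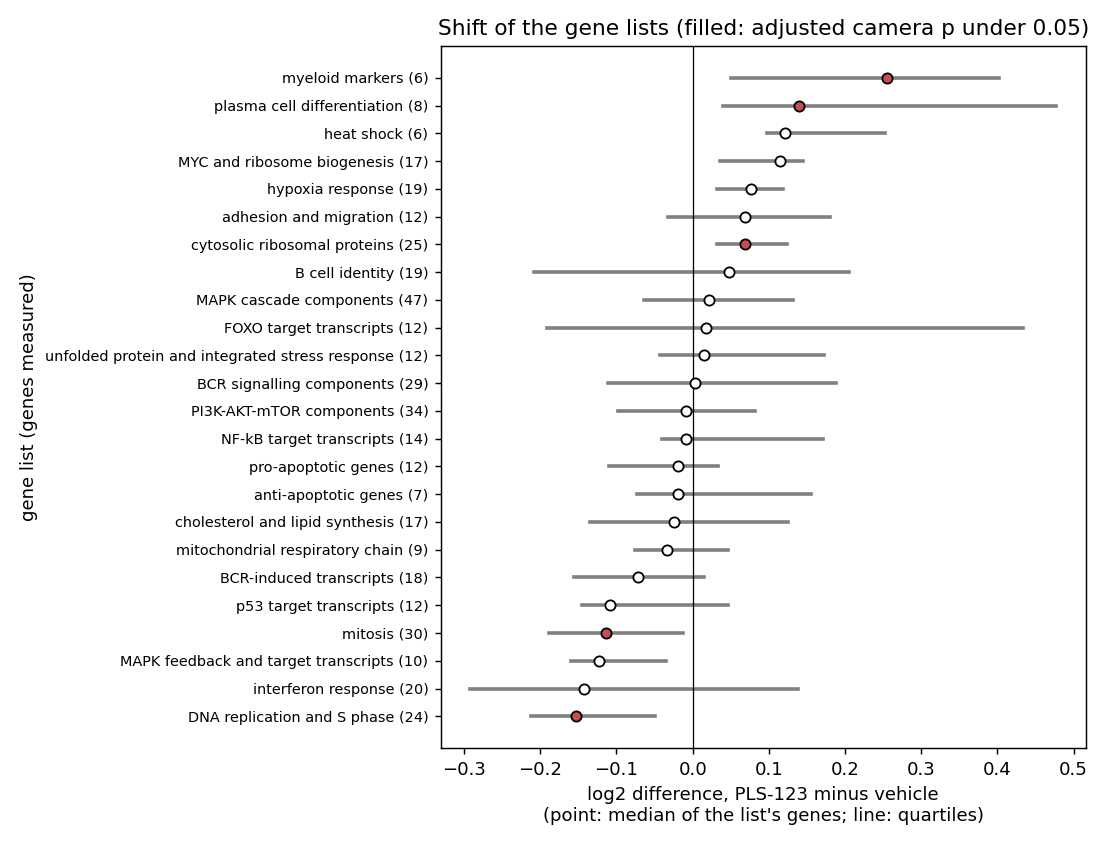
Median log2 difference between PLS-123 and vehicle tumors (points) with quartiles (lines) over the measured genes of 24 lists, whose numbers of genes stand in parentheses. Filled points mark the 5 lists past an adjusted camera p of 0.05, with medians from -0.15 for DNA replication to 0.26 for myeloid markers.

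Neither list of apoptosis genes shifted as a whole by camera. As in most lists, fry in either direction passed for both (adjusted p = 0.0174 for pro-apoptotic and 0.0379 for anti-apoptotic genes). BCL2L11 was the 1 called among 12 pro-apoptotic genes (median -0.02, camera adjusted p = 0.807). None of 7 anti-apoptotic genes was called by limma, 2 having an unadjusted p under 0.05 with BCL2L1 higher and BIRC5 lower, and the methods' t-test with adjustment called 0 (median -0.02, mean 0.02, tested as higher, camera adjusted p = 0.992). Of 12 p53 targets TP53INP1 rose 2.37-fold (4.87 ± 0.40 to 6.11 ± 0.35, limma adjusted p = 0.00184) and 11 were not called (median -0.11, mean 0.02, tested as lower, camera adjusted p = 0.596). Among 18 BCR-induced transcripts the activation marker CD69 rose 1.83-fold (adjusted p = 0.0178), the costimulatory ligand CD86 was 1.43-fold lower (adjusted p = 0.0109) and MYC differed by 0.19 without being called (camera adjusted p = 0.416). DUSP10, a MAPK phosphatase, fell 1.27-fold as the 1 called of 10 MAPK feedback and target transcripts (adjusted p = 0.0375, camera adjusted p = 0.166). Of these 10 transcripts 8 lay below 0 and 2 above, with a median of -0.12. Their mean had an unadjusted exact permutation p = 0.0159, and fry in one direction gave an adjusted p of 0.0584. Of 12 adhesion and migration genes S1PR2, a receptor that confines B cells to the germinal center, was 1.63-fold lower (5.59 ± 0.18 against 4.88 ± 0.20, adjusted p = 0.00222, camera adjusted p = 0.743). In each of these lists the counts adjusted over the list alone equaled those over all genes.

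XBP1 was the 1 called of 12 unfolded protein and integrated stress response genes (camera adjusted p = 0.416), and adjusted over the list alone 3 were higher. Limma called 0 genes in the lists of NF-kB targets (median -0.01, mean 0.04, tested as higher, camera adjusted p = 0.640), MYC and ribosome biogenesis (0.166), hypoxia response (0.239), interferon response (0.255), heat shock (0.166), cholesterol and lipid synthesis (0.548) and the mitochondrial respiratory chain (0.772). At an unadjusted p under 0.05 these held 3, 2, 2, 2, 1, 2 and 0 genes, and the methods' t-test with adjustment called 0. Adjusted over the list alone, HSPB1 in the heat shock list was higher (log2 difference 0.31), and the other 6 of these lists held 0 called genes.

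Markers of other cell types were read for host tissue in the tumors. Over 11 myeloid markers at any level the mean was 1.72 ± 0.06 in vehicle and 1.88 ± 0.04 in PLS-123 tumors (exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0476 over 6 marker lists). Of the 6 above the filter, the lysosomal protease LGMN rose 1.63-fold (4.22 ± 0.16 to 4.92 ± 0.18, limma adjusted p = 0.00128) and the macrophage receptor CSF1R 1.29-fold (1.57 ± 0.13 to 1.94 ± 0.15, adjusted p = 0.0445), while CD68 differed by 0.41 (adjusted p = 0.0969) and S100A9 by -0.17. Adjusted over the list alone these 3, LGMN, CSF1R and CD68, were higher. Camera gave this list an adjusted p of 0.0363, and of 0.491 with an estimated correlation. Without vehicle replicate 68 it was 0.0648 and without PLS-123 replicate 40 it was 0.0962. Skin, muscle and fat markers differed by -0.11, led by the muscle filament gene DES (exact permutation p = 0.0317, adjusted p = 0.0952), which was lower when adjusted over the list alone but not over all genes (log2 difference -0.72, limma adjusted p = 0.0583). Fibroblast markers differed by 0.10 (exact permutation p = 0.111), or 0.13 without vehicle replicate 65, which passed an unadjusted 0.05. Among T and NK cell markers PRF1 was higher when adjusted over the list alone (log2 difference 0.34, limma adjusted p = 0.134 over all genes). Endothelial markers differed by 0.0035, T and NK cell markers by 0.01, and the single red blood cell marker AHSP by 0.0034 (exact permutation p = 0.944, 0.825 and 0.968).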

Values the study reported

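For OCI-Ly7 xenografts the study put the shrinkage of tumors under 20 mg/kg PLS-123 at 45%, and its test of the weight of the animals gave p = 0.418. In culture it gave 0.22 µM as the growth-inhibiting concentration of PLS-123 in OCI-Ly7, against 6.60 µM for ibrutinib. Its pathway analysis of the tumor arrays named BCR, MAPK and PI3K-Akt signaling as mostly lowered by the compound.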

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

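The tests weighed in this part were chosen after the result was seen, except the fit with the host marker covariate and the comparison of the smallest p of any list with other splits of the tumors. In 6 of 130 group values (a named gene, a gene tied to the assays or a list in 5 tumors) a single tumor lay apart from the rest by Dixon's ratio, the gap to the nearest tumor over the range of the group, against a critical value of 0.71. Chance alone would give 6.5. ENPP3 was lowest in PLS-123 replicate 70, at 2.24 against 2.83 to 2.92 in the other PLS-123 tumors (ratio 0.867). PDZRN4 was lowest in PLS-123 replicate 40, at 2.46 against 2.83 to 2.95 (ratio 0.766). CCL4, below the filter, was highest in vehicle replicate 61, at 0.86 against 0.60 to 0.62 (ratio 0.914). The mean of the FOXO target transcripts was highest in vehicle replicate 68, at 4.47 against 4.21 to 4.28 (ratio 0.720), and lowest among PLS-123 tumors in replicate 40, at 4.19 against 4.37 to 4.41 (ratio 0.807). The mean of the MYC and ribosome biogenesis list was highest in PLS-123 replicate 70, at 6.84 against 6.64 to 6.69 (ratio 0.742). Among probe sets without a gene name here, which entered no comparison above, 148 passed the threshold when all 53617 were tested by limma, 91 higher and 57 lower in PLS-123 tumors, out of 281 in all.

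Myeloid markers were higher in PLS-123 tumors, and the tumors grew in mice, so RNA of host macrophages that binds human probes may contribute. The 9 markers other than the lysosomal CD68 and LGMN differed by a mean of 0.08 and a median of 0.02 on the log2 scale (exact permutation p = 0.0476), but CSF1R carried much of this, and without it 8 markers differed by a mean of 0.04 (exact permutation p = 0.246), so that more host macrophages can neither be shown nor excluded at a mean level of 1.41, close to the filter. A rise of lysosomal genes was tested on 17 lysosomal genes left out of the called set, of which 13 lay above 0 with a median of 0.06. Their camera p of 0.0754 in limma, with an exact permutation p of 0.0476 for their mean, leaves such a rise open. The RNA came from whole tumors, so this test could not tell a rise in the tumor cells from one in host cells. With the host marker mean as a covariate the median absolute log2 difference of the 298 called genes was 0.56 instead of 0.55. Their median SE was 0.14 instead of 0.10. Over these 298 genes as a set, the fall of the calls to 125 thus went with a larger error. The genes that lost their call were not examined apart, and CADM1, HEMGN, BTK and PARP1 among them differed by less with the covariate. The covariate itself was higher in PLS-123 tumors, by 0.09 (exact permutation p = 0.0397).

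Mitosis and S phase lists ranked lower in PLS-123 tumors, and the mitosis mean of each PLS-123 tumor lay below that of each vehicle tumor (exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0635 over 24 lists, against 0.0476 and 0.163 for S phase). Among 100 splits of the 10 tumors into 5 and 5, 41 gave a smallest camera p of any list at least as small as the real one (6.17e-06, against 3.49e-21 in another split, which may come from any list). Taken over the 2 cycle lists alone, 15 of 100 did (smallest in another split 6.51e-14), so chance differences between tumors in these lists cannot be excluded by camera. A lower yield of all B-cell transcripts in treated tumors was not seen in the B cell identity list. Of its 19 genes 12 lay above 0, with a median of 0.05 and a mean of -0.02 (exact permutation p = 0.595). Such a lower yield is still not excluded, since the gap to the mitosis mean, which differed by -0.12, had an exact permutation p = 0.111. A slower cycle under PLS-123, the biological explanation, was not tested apart from these.

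Genes called in 1 direction lay next to each other more often than in shuffled gene orders, with 25 adjacent pairs against a mean of 4.87 and at most 14 in 10000 orders (one-sided permutation p = 0.0001, the smallest the shuffles can give). Without pairs of genes related by symbol or overlapping in position 16 pairs remained, against a mean of 4.21 and at most 14 (one-sided permutation p = 0.0001, the smallest the shuffles can give). Such pairs thus do not account for the whole pattern. The probes themselves were not examined, so probes shared between other genes are not excluded. The longest run, chosen after its values were seen, held the 4 genes PRKD3, QPCT, HNRNPLL and GALM, lower by log2 differences from -0.85 to -0.37, while TLR10, TLR1 and TLR6 (-0.79, -0.92 and -0.73) are related genes that the latter test left out. Shared regulation of neighboring genes and a gained or lost DNA segment in some tumors were not tested.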

How the results depend on the processing

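No value past its threshold changed sign. Among values not past it, the sign changed for CCL3 (3 tumors left out in turn), MKI67 (1), MCL1 (1, and the covariate), and the endothelial and the T and NK cell markers (3 each). The 298 called genes fell to 125 with the host marker covariate (100 shared, all 298 in the same direction), 133 with the methods' t-test at a fold of 1.5 and an unadjusted p, 153 with that test adjusted and 124 with limma at a fold of 1.5, a stricter rule by construction. They ran from 198 to 302 when 1 tumor was left out, 198 without vehicle replicate 61. The 2 called genes tied to the assays fell to 1 with quantile normalization again and with no filter, 0 with the covariate and 0 to 1 with a tumor left out. The 5 lists fell to 3 with a filter at the 75th percentile, 3 with array weights, 0 with an estimated correlation and 2 with fry, and ran from 2 to 6 with a tumor left out (2 without PLS-123 replicate 40, 3 without vehicle replicate 68). Adjusted list p-values with an estimated correlation and by fry were 0.491 and 0.0584 for mitosis and 0.701 and 0.216 for S phase. The plasma cell list had 0.0538 with the covariate, 0.491 with an estimated correlation and 0.00591 to 0.105 with a tumor left out. Ribosomal proteins had 0.117 with quantile normalization again, 0.118 at the 75th percentile, 0.0543 with the mean of probe sets, 0.0532 with array weights, 0.821 with an estimated correlation, 0.163 by fry and 0.0154 to 0.262 with a tumor left out. Myeloid markers had 0.0532 with array weights, 0.250 with the covariate, which contains them, 0.491 with an estimated correlation and 0.0145 to 0.0962 with a tumor left out. Over-represented lists ran from 0 to 2 with a tumor left out (2 without vehicle replicate 65). Skin, muscle and fat markers differed by -0.17 at or above the median level, where the unadjusted p no longer passed (the adjusted one passed in neither), and fibroblast markers by 0.0686 to 0.13 with a tumor left out. Except where stated, the cause was not tested. Of 353 values recomputed for the 20 named genes, 348 stayed on the same side of the threshold and 5 (HEMGN with the covariate, CADM1 with 4 alternatives) did not, and of 196 for the genes tied to the assays 176 did. No paired analysis was possible because the groups share no replicate numbers. The 3′/5′ control transcripts and the removal of probe sets by suffix were not run. Signal near background limits genes close to the filter.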

Other observations

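Tests of the held-out lists in this part, which include an alternative with an estimated correlation, were chosen after the result was seen, as was the comparison of splits adjusted over the list alone, while the other comparisons of splits were not. Genes of protein entry into the endoplasmic reticulum were among those higher in PLS-123 tumors, beside XBP1. RRBP1, a ribosome-binding protein of that membrane, rose 1.98-fold (limma adjusted p = 4.31e-05), the signal peptidase subunits SPCS2 1.52-fold and SPCS1 1.24-fold, the oxidase ERO1B 1.37-fold and RPN2, of the glycosylation complex, 1.35-fold. NOMO1 rose 1.54-fold, and NOMO2 and NOMO3, near-identical paralogs whose probes may not tell them apart, 1.39-fold each. These genes were chosen after their values were seen. To ask whether the rise was wider, 36 other genes of translocation and folding were listed, of which 19 were measured. Of these 16 lay above 0, with a median log2 difference of 0.16, and 7 had an unadjusted p under 0.05 in limma. Called genes had been left out of this list, so that 0 were called by limma carries no weight. The 19 genes ranked higher by camera (p = 0.00035, adjusted p = 0.00140 over 4 such lists), and their mean differed by 0.14 (exact permutation p = 0.00794). With an estimated correlation the camera p was 0.0553. A wider rise of this group is a hypothesis, found and tested on the same tumors.

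Genes known from precursor B cells were also among those higher, beside RAG2, IL7R and MME. The transcription factor MYB rose 2.15-fold (3.32 ± 0.12 to 4.43 ± 0.11, limma adjusted p = 4.88e-06), the receptor ROR1 2.06-fold, the tetraspanin CD9 2.04-fold, the chromatin organizer SATB1 1.65-fold and the cytokine receptor CRLF2 1.61-fold, all chosen after their values were seen. Of 15 other genes of that stage 8 were measured, and 7 lay above 0 with a median of 0.19 (camera p = 0.0180, or 0.0782 with an estimated correlation, exact permutation p of their mean 0.0159). VPREB1, of the surrogate light chain, was higher (log2 difference 0.66, limma adjusted p = 0.0294), whereas VPREB3 was lower (-0.44). CD24 and VPREB3 also belong to the B cell identity list above. A wider rise of precursor B cell genes may therefore hold for part of the list, and remains a hypothesis.

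Genes that BCL6 is known to repress were tested for release, since BCL6 was lower. Of 18 listed 7 were measured, with a median of 0.0064. The camera p was 0.703 and the exact permutation p of their mean 0.190, and some of them belong to other lists above. Called genes had been left out of this list, so any target past the threshold could not count. The test neither shows nor excludes a release.

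Other splits of the 10 tumors into 5 and 5 were fitted in the same way, 100 in all with the real one. The real split called 298 genes and the highest of the others 1. Thus 1 of 100 reached the real count, the smallest share these splits can give, so such a count is unlikely by chance. Every other split mixed vehicle and PLS-123 tumors, which puts a group difference into the spread within groups and lowers the calls. For lists, 12 of 100 splits called as many as the real 5 and the highest of the others called 8, so chance cannot be excluded. For the genes tied to the assays, over all genes, 1 of 100 splits reached the real count of 2 and the highest of the others called 0, but no other split called more than 1 gene in all, so this adds nothing to the gene count. When adjusted over the list alone, 2 of 100 splits, the real one included, called as many as the real 2. The highest of the others also called 2, so that count is uncommon by chance but chance is not excluded. Over all genes, BTK was called in 3 and PARP1 in 1 of 10 fits with a tumor left out.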
